A study of Homo sapiens with 3 samples. Its data were reported in "The Cohesin Release Factor WAPL Restricts Chromatin Loop Extension" (2017).

How the data were processed

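Gene-trap insertions were counted in HAP1 cells, a human cell line with a near-haploid genome, in which a single insertion can inactivate the only copy of a gene. A gene trap is a retroviral cassette that interrupts transcription when it lands in a gene in the sense orientation, whereas an antisense insertion in an intron mostly leaves the transcript intact. Cells in which a required gene is interrupted are lost during culture, so the percentage of sense insertions in a gene, here the sense share, falls below 50% when its loss lowers fitness. All 3 samples carried a knockout of WAPL, the factor that releases cohesin from DNA, and the labels number them as replicates 1 to 3. The study's methods describe them as independent ΔWAPL cell lines, and they are called lines 1 to 3 here. Screens of wild-type cells are not used here, so no difference from wild type was computed.

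The authors infected each line with gene-trap virus, passaged the cells, sorted haploid cells in G1 by DNA content and amplified the insertion sites from genomic DNA by LAM-PCR, a linear amplification from the inserted cassette. The reads came from HiSeq instruments, and longer reads were cropped to 50 bases. They were aligned to hg19 with bowtie with 1 mismatch allowed, and uniquely aligned reads were assigned to RefSeq genes with Bedtools. The versions of these tools and of RefSeq are not stated. Parts of genes that overlap a gene on the other strand were dropped, and genes overlapping on the same strand were listed under a joined name, which applied to 1146 entries. The deposited values for each gene and line are a raw count of insertions in either orientation, without normalization. Beside them, the authors gave a p-value of a binomial test of the counts and an adjusted p-value.

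The columns have no names in the files. The column taken as sense was the one in which ribosomal protein genes were low, which follows from the study's statement that required genes lose sense insertions. That assignment was inferred, and the families of required genes therefore give no independent check of it. The deposited p-values were recomputed from the counts with a two-sided exact binomial test against 50% and Benjamini-Hochberg adjustment over all entries of a line. The largest difference from the deposited p was 6.00e-15. How reads at the same site were collapsed into insertions is not fully stated, and reads without molecular identifiers are not independent molecules. All confidence intervals here are 95% Wilson intervals and cover counting error only.

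Depth was 5631509 insertions in line 1, 8452886 in line 2 and 5651119 in line 3. The median entry held 98, 149 and 104 insertions in the 3 lines, and at least 20 insertions were present in 14672, 15447 and 14607 entries. The precision for a gene therefore varied widely with its number of insertions in a line.

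A gene was called depleted or enriched when its sense share was below or above 50% with an adjusted p under 0.05 in every one of the 3 lines. This follows the test per replicate in the study's methods. Sense shares are given as the mean of the lines ± SD. Pairs of lines were compared per gene with two-sided Fisher's exact tests on genes with at least 20 insertions in both lines, with Benjamini-Hochberg adjustment within each pair. Such a test compares single libraries and not conditions. Pearson and Spearman correlations between lines were taken across genes with at least 50 insertions in each line. The median pooled sense share of 5 gene families, set by symbol pattern, was placed among 10000 random lists of the same size matched on insertion number.

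The named genes follow a rule fixed before the data were examined, as were the tests, the thresholds and the alternatives, except for the added ones named in the closing section. The rule included a list of cohesin, condensin and related genes. Of these, 28 are reported irrespective of their values, and all counts over the list refer to them. The list held 1 further gene, which is not reported here for a reason unrelated to its values. To these were added the 5 depleted and the 5 enriched genes whose largest binomial p over the lines was smallest, and the 3 genes with the smallest Fisher p between lines. Older symbols were matched, so WAPL is listed as WAPAL and SGO1 as SGOL1. SCC2 and SCC4, the cohesin loader, are NIPBL and MAU2. Gene coordinates are 1-based and come from GENCODE 44 mapped to GRCh37, the assembly of hg19. The values are totals per gene, so the position of insertions within exons, introns or UTRs was not analysed here.

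The alternatives were a stricter adjusted p of 0.01, a minimum of 20 insertions per line, a null share equal to the line's overall sense share, pooling of the lines, an added limit on the sense share of 40% or 60%, and leaving out each line in turn. Sense and antisense counts were also compared with edgeR's quasi-likelihood test, with and without TMM normalization, and with DESeq2, each with line as a block and on genes with at least 20 pooled insertions. DESeq2 replaced its parametric dispersion trend with a local fit. For the single genes, the families, the comparisons between lines and the correlations, the other minimums and summaries listed with their effect in the closing section were tried.

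The methods were tested on simulated data, with 200 genes changed to a sense share of 30% or to its mirror image. For the calls of depletion and enrichment the simulation used a minimum of 50 insertions per line. Recovery for genes with fewer insertions was therefore not measured. The binomial rule recovered 75.0% of the depleted and 72.0% of the enriched genes and called 0 unchanged genes. With edgeR, 100.0% of both were recovered with 6 unchanged genes called, and with DESeq2 97.0% and 91.0% with 0. The simulated counts carried counting error only, with unchanged genes at 50% in every line, so variation between lines was not covered. The Fisher tests recovered 61.5% of genes made to differ between lines, with 8 unchanged genes called. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.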

Results

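The data comprised gene-trap insertions in 3 independent ΔWAPL HAP1 lines, counted per gene in the sense and the antisense orientation. There was 1 group, ΔWAPL, with n = 3 lines and no control group among the samples analysed here. Together the lines held 19735514 insertions in 19718 gene entries, of which 18228 were listed in all 3 lines. Line 2 was the deepest with 8452886 insertions, and lines 1 and 3 held 5631509 and 5651119. The 100 entries with the most insertions took 13.3%, 13.5% and 14.1% of the insertions of lines 1, 2 and 3.

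Over all genes, the sense share was 48.9% in line 1 (95% Wilson interval 48.86 to 48.94%), 49.0% in line 2 (48.93 to 49.00%) and 47.6% in line 3 (47.53 to 47.62%), with a mean of 48.5% ± 0.784 (SD, n = 3). When the genes depleted in all 3 lines were left out, it was 50.2%, 50.2% and 49.2%.

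WAPL itself, the gene knocked out in these cells, was examined first. WAPL lies on the minus strand of chromosome 10 from 88195013 to 88281549 (GRCh37) and has 19 exons in its canonical transcript. Line 1 had 66 sense and 189 antisense insertions in WAPL, a sense share of 25.9% (20.9 to 31.6%). Line 2 had 100 and 173, or 36.6% (31.1 to 42.5%), and line 3 had 69 and 259, or 21.04% (17.0 to 25.8%). The mean was 27.8% ± 7.98 (SD, n = 3). The adjusted p of the two-sided exact binomial test was 3.28e-13 in line 1, 0.000177 in line 2 and 2.43e-25 in line 3. WAPL was thus depleted of sense insertions in all 3 lines. Among the genes depleted in all lines, 69.6%, 88.3% and 75.7% had a lower sense share than WAPL in lines 1, 2 and 3. Whether WAPL is depleted to the same degree in wild-type cells was not analysed here.

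To find the genes that ΔWAPL cells need for fitness, the orientation of insertions was tested for every gene in each line. The two-sided exact binomial test called 1561 genes depleted and 120 enriched in line 1, 1729 and 265 in line 2, and 2182 and 145 in line 3. In all 3 lines, 1383 genes were depleted and 23 were enriched. In at least 1 line, 2318 were depleted and 441 enriched. The mean sense share of the 1383 depleted genes ranged from 2.11% to 46.8% with a median of 17.4%, and 3 of them lay within 5 percentage points of 50%. For the 23 enriched genes it ranged from 51.6% to 85.5% with a median of 58.7%, and 5 of them lay within 5 points of 50%. Pooling the insertions of the lines moved the depleted count most, to 2387, and edgeR without TMM normalization moved the enriched count most, to 835.

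**Figure D1:**
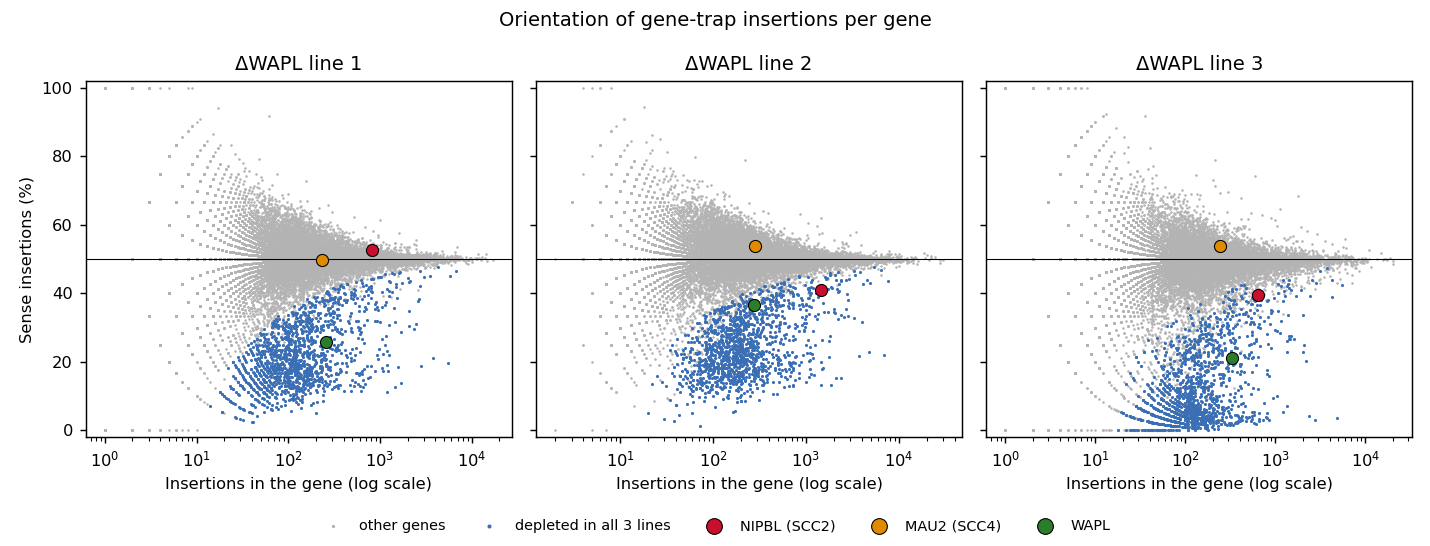
Sense share in percent against the number of insertions in the gene (log scale), with 1 panel per ΔWAPL line and 1 point per gene, in which the horizontal line marks 50% and blue points are the 1383 genes depleted in all 3 lines. NIPBL lies at 52.8%, 41.0% and 39.5% in lines 1, 2 and 3, MAU2 at 49.8%, 53.9% and 53.7%, and WAPL at 25.9%, 36.6% and 21.04%.

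The study used the screen to ask which factors lose importance when WAPL is absent, and SCC2 and SCC4, the subunits of the complex that loads cohesin onto DNA, were the genes of interest. SCC4 (MAU2) lies on the plus strand of chromosome 19 from 19431638 to 19469563 and has 19 canonical exons. Its sense share was 49.8% in line 1 (116 of 233 insertions, 43.4 to 56.2%), 53.9% in line 2 (153 of 284, 48.1 to 59.6%) and 53.7% in line 3 (130 of 242, 47.4 to 59.9%). The mean was 52.5% ± 2.32 (SD, n = 3). The adjusted p of the exact binomial test was 1, 0.683 and 0.821 in lines 1, 2 and 3, so no departure from 50% was detectable at this depth.

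SCC2 (NIPBL) lies on the plus strand of chromosome 5 from 36876871 to 37066515 and has 47 canonical exons. Its sense share was 52.8% in line 1 (435 of 824 insertions, 49.4 to 56.2%), with an adjusted exact binomial p of 0.606. It was 41.0% in line 2 (603 of 1469, 38.6 to 43.6%), with an adjusted exact p of 2.04e-10. In line 3 it was 39.5% (253 of 641, 35.8 to 43.3%), with an adjusted exact p of 1.44e-06. The mean was 44.4% ± 7.28 (SD, n = 3), and NIPBL was not depleted in all 3 lines. Line 2 minus line 1 was -11.7 percentage points (adjusted p 0.000211, two-sided Fisher's exact test), and line 3 minus line 1 was -13.3 points (adjusted p 4.90e-05, Fisher's exact test). Lines 2 and 3 did not differ (adjusted p 0.958, Fisher's exact test). Where NIPBL was depleted, the loss over the whole gene was mild. Of the genes depleted in all lines, 96.0% and 98.2% had a lower sense share in lines 2 and 3. The study reported that ΔWAPL cells tolerated disruptive insertions only in the early exons of SCC2, and proposed that the later exons remain essential. A share for the whole gene covers both parts and measures neither alone. The alternative that moved NIPBL most was leaving out line 1, which gave a mean of 40.3% and placed it among the depleted genes.

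Of the 28 cohesin, condensin and related genes, 16 were depleted in all 3 lines and 12 were not called. The core cohesin subunits were depleted, with mean sense shares of 3.12% ± 1.56 for SMC3, 9.30% ± 4.88 for RAD21 and 13.6% ± 4.90 for SMC1A (SD, n = 3). For SMC3 this rested on 46, 73 and 55 insertions in lines 1, 2 and 3, of which 2, 1 and 2 were sense. With 3 insertions taken as the smallest number reliably seen, the smallest detectable shares were 6.52%, 4.11% and 5.45%. The shares of SMC3 lay below these, so its exact value is uncertain. CTCF, which binds the anchors of chromatin loops, had a mean of 12.3% ± 7.79. The paralogous pairs of cohesin subunits and regulators were unlike each other. STAG2 had a mean of 25.4% ± 4.27 and was depleted, whereas STAG1 had 51.3% ± 0.366 and was not called. PDS5A had 19.3% ± 5.30 and was depleted, whereas PDS5B had 51.9% ± 0.870 and was not called. The difference within each pair of paralogs was not itself tested. STAG1 held 17444 insertions over the lines, and its small departure from 50% was past the threshold as enriched when the lines were pooled (51.4%, adjusted exact binomial p 0.00307). It was also past it with the null share of the line total (largest adjusted exact binomial p 0.0149). That null, 48.9%, 49.0% and 47.6% in lines 1, 2 and 3, is lowered by the depleted genes. Without them it would be 50.2%, 50.2% and 49.2%, so passing it adds little for a gene near 50%. Without TMM, edgeR scales to library totals and shares this limit. With line as a block, edgeR without TMM called STAG1 (adjusted p 0.00602) and PDS5B (0.0336) enriched. Neither was called by edgeR with TMM (0.0725 and 0.108) or by DESeq2 (0.0697 and 0.959).

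Among the 8 condensin genes, 7 were depleted in all lines, with means from 13.5% to 34.8%. The exception, NCAPH2, had 26.6%, 41.7% and 19.7% in the 3 lines and missed the threshold in line 2 (adjusted exact binomial p 0.462). With line as a block it was called depleted by edgeR with TMM (adjusted p 0.0243), edgeR without TMM (0.0329) and DESeq2 (0.0454). SMC5 and SMC6 were depleted, with means of 17.1% ± 6.64 and 16.0% ± 7.55 (SD, n = 3). The other genes not called in all lines were CDCA5, ESCO1, ESCO2, HDAC8, ESPL1, SGO1 and DDX11. CDCA5 had a mean of 28.2% ± 10.6 and missed the threshold in line 1 only (adjusted exact binomial p 0.0828, 76 insertions). The same models called CDCA5 depleted, with adjusted p of 0.0163 by edgeR with TMM, 0.0244 by edgeR without TMM and 0.0392 by DESeq2. They were divided on ESCO2, called depleted by edgeR with TMM (0.0377) and without TMM (0.0463), but not by DESeq2 (0.603). HDAC8 was called depleted by edgeR with TMM (0.0322), but not by edgeR without TMM (0.0534) or DESeq2 (0.312). None of them called ESCO1, ESPL1, SGO1 or DDX11. SGO1 held only 25 insertions in all lines together, too few for a call.

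**Figure D2:**
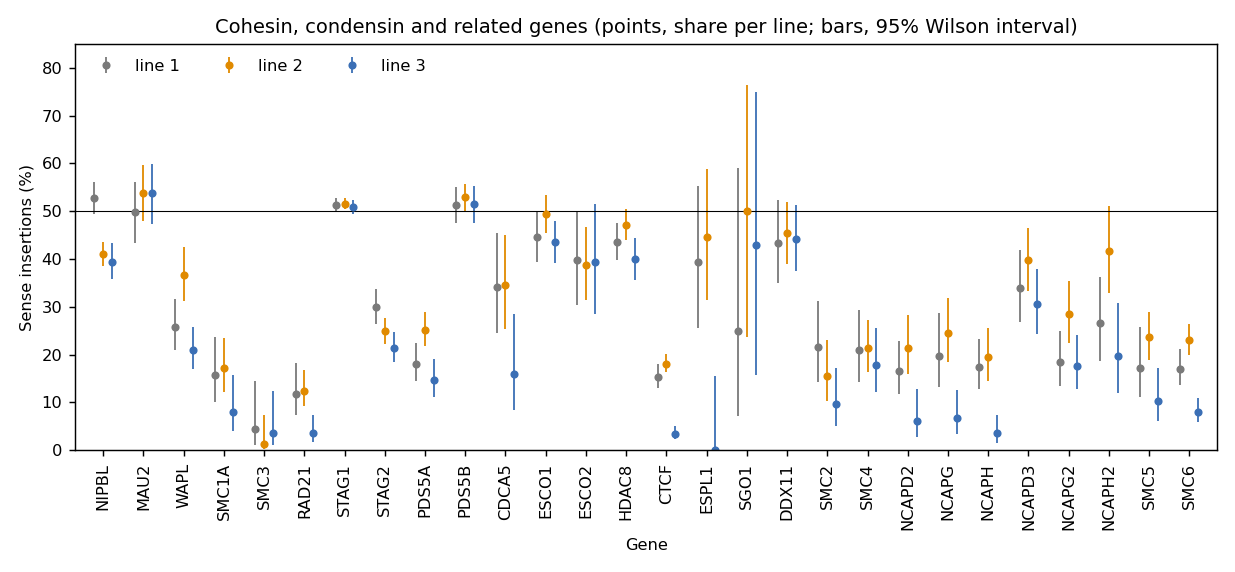
Sense share in percent for each of the 28 cohesin, condensin and related genes, with 1 point per ΔWAPL line and bars for the 95% Wilson interval, which covers counting error only. SMC3 has the lowest mean with 3.12%, on 2, 1 and 2 sense insertions in lines 1, 2 and 3, while STAG1, PDS5B and MAU2 lie close to the 50% line.

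The 5 depleted genes with the smallest p over the lines were STX18, NSF, VPS13D, KANSL1 and SRBD1. Their mean sense shares were 15.1% ± 10.0, 15.6% ± 10.96, 15.0% ± 9.36, 12.1% ± 4.31 and 10.4% ± 6.43 (SD, n = 3). These genes held many insertions, with 17382 in STX18 and 11338 in NSF over the lines, so they rank by depth as well as by depletion. NSF was listed jointly with NSFP1, and NSF and KANSL1 lie in a part of chromosome 17 with near-identical copies, so their counts are uncertain. The 5 enriched genes chosen in the same way were ARID2 (62.7% ± 1.73), TAOK1 (61.0% ± 6.37), EIF2AK2 (76.9% ± 3.46), PBRM1 (55.7% ± 1.65) and MYH9 (66.3% ± 4.48). In EIF2AK2, 113 of 155 insertions were sense in line 1 (adjusted exact binomial p 2.74e-07), 175 of 222 in line 2 (7.99e-17) and 169 of 214 in line 3 (1.18e-16).

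Gene families served as a reference for the size of depletion, with the limit that low ribosomal protein genes had also served to tell the sense column from the antisense column. The 76 cytosolic ribosomal protein genes had a median pooled sense share of 14.7%, the 39 proteasome genes 13.7% and the 8 chaperonin genes 13.04%. Of 10000 matched random lists, 0, 0 and 1 had a median as low. In the families 65, 26 and 6 genes were depleted in all lines. The median of the ribosomal protein genes was 15.4% in line 1, 21.2% in line 2 and 3.39% in line 3. Keratins (53 genes) had a median of 50%, at the 79.7th percentile of the random lists. Their median of 6 insertions per gene limits what this shows. The 121 olfactory receptor genes also had a median of 50%, at the 72.4th percentile, but with a median of 1 insertion per gene this family carried little information. The alternative that moved a family most was the share of summed insertions, which gave 27.9% for the proteasome.

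The lines were then compared with each other by two-sided Fisher's exact tests, each of which compares 2 single libraries. Between lines 1 and 2, 16 of 14556 genes differed at an adjusted p under 0.05, 4 of them lower and 12 higher in line 2. Between lines 1 and 3, 569 of 14231 differed, and 547 of these had the lower sense share in line 3. Between lines 2 and 3, 816 of 14530 differed, and 799 of these were lower in line 3. Of the differing genes, 413 and 645 were depleted in all lines. The sense share of the 1383 depleted genes had a median of 20.4% in line 1, 23.8% in line 2 and 8.64% in line 3, and line 3 was the lowest of the lines in 1275 of them. The smallest Fisher p values were found for STX18, NSF and VPS13D between lines 2 and 3, with differences of -18.4, -19.8 and -17.5 percentage points. The adjusted p of Fisher's exact test was 7.10e-197, 3.59e-137 and 2.29e-85.

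Across 11838 genes, Pearson's r of the sense share was 0.874 between lines 1 and 2, 0.874 between lines 1 and 3 and 0.881 between lines 2 and 3. Spearman's rho was 0.579, 0.536 and 0.561. These 3 pairs were the only relations computed in this family, and genes are not independent replicates, so no p is given. Without the depleted genes, r was 0.514, 0.489 and 0.531, and rho was 0.427, 0.369 and 0.403.

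**Figure D3:**
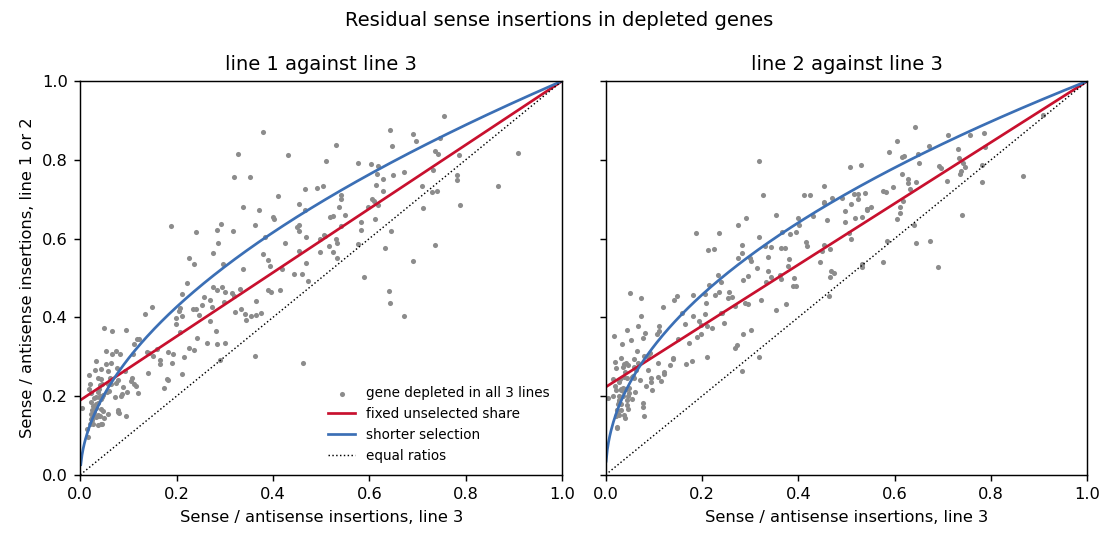
Ratio of sense to antisense insertions in line 1 (left) and line 2 (right) against the ratio in line 3, with 1 point for each of 254 genes depleted in all lines and with at least 200 antisense insertions in each line. The dotted line marks equal ratios, the red line a fit in which a fixed share of insertions is under no selection and the blue line a fit with shorter selection, and most points lie above the dotted line.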

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

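Of the tests below, those that set NIPBL against genes with like sense shares in other lines were laid down before their results were known, though after the NIPBL values were seen, and all others were chosen only after the result was seen.

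Sense shares differed between lines for 12 of the 28 cohesin, condensin and related genes by Fisher's exact test, and all 12 were lower in line 3. For each gene the pair of lines with the smallest adjusted p of the 3 pairs is given, so the sizes are the largest of several and lean high. Between lines 1 and 3, line 3 minus line 1 was -13.3 percentage points for NIPBL (adjusted p 4.90e-05, Fisher's exact test) and -8.48 for STAG2 (0.0230). Between lines 2 and 3, line 3 minus line 2 was -15.6 for WAPL (0.000991), -8.77 for RAD21 (0.0209), -10.4 for PDS5A (0.00925) and -14.7 for CTCF (6.71e-21). Among the condensin genes it was -15.3 for NCAPD2 (0.0173), -17.8 for NCAPG (0.00237) and -16.0 for NCAPH (7.69e-05). It was -13.3 for SMC5 (0.0393) and -15.0 for SMC6 (6.64e-09). The largest difference, -44.7 for ESPL1 (0.00318), rests on 47 insertions in line 2 and 21 in line 3, of which 21 and 0 were sense, and the 95% Wilson interval of line 3 reaches 15.5%. With 3 insertions taken as the smallest number reliably seen, the smallest detectable share in line 3 is 14.3%. Each line is a single library, so these tests compare libraries.

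Most of these differences follow the lower sense shares of depleted genes across line 3, and several technical explanations were weighed for that pattern. Depth alone does not account for it, because line 3 held 1.003 times the insertions of line 1, whereas line 2 held 1.501 times. A fixed share of insertions under no selection, from cells or DNA that escaped selection, was fitted to 254 depleted genes. The fitted share was 18.95% in line 1 and 22.3% in line 2, relative to line 3. The variance of the genes around this fit was 7.96 and 7.94 times the counting variance of lines 1 and 2. It was at most 1.72 and 1.82 times in 500 simulations of the same model, which also carried the counting error of line 3. Shorter selection in lines 1 and 2, with 1 exponent for all genes, left a variance of 9.26 and 9.98 times the counting variance. In simulations it was at most 2.29 and 2.79 times. Neither single-parameter model accounts for the whole pattern, although either may contribute, and a mixture of both was not tested. The simulations carry counting error only, so extra variation between libraries could add to the spread. Differences in library preparation, sequencing instrument or collapsing of reads could not be separated, since each line is a single library and the labels give no batch. All lines belong to 1 group, so no biological explanation was tested.

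NIPBL departs from this general pattern, because line 1 differed from both other lines while lines 2 and 3 were alike. Counting error is an unlikely source, given the adjusted p of 0.000211 between lines 1 and 2 (Fisher's exact test). Weaker selection across line 1 was first examined in 374 genes with a sense share between 35% and 44% in line 3 and at least 200 insertions per line. Of these, 1 showed as large an excess of line 1 over line 2 as the 11.7 points of NIPBL. Their median sense shares were 46.7% in line 1 and 46.4% in line 2, which left little room for an excess, so this test settles nothing. Among 89 genes matched on both lines 2 and 3, the median was 43.0% in line 1 and 42.1% in line 2, and 6 of the 89 reached 50% in line 1. Counting error and the choice of genes by lines 2 and 3 can carry some genes that far, so this count settles nothing either. None of the 89 had as large an excess as NIPBL, the largest being 9.70 points. Of the 1383 genes depleted in all lines, 407 had a higher sense share in line 1 than in line 2, and the medians were 20.4% and 23.8%. These genes had to pass in line 1, which was shallower than line 2, so their choice favours low shares in line 1. The families were set by symbol instead. The ribosomal, proteasome and chaperonin medians were 15.4%, 16.0% and 16.3% in line 1 and 21.2%, 18.7% and 18.1% in line 2. For these families, this goes against weaker selection in line 1 than in line 2. A difference between the lines that is particular to NIPBL or a few genes may remain, as a hypothesis. The clones can differ in ways that the data do not record. Where in NIPBL the insertions lie was examined by the study but not here, so a difference between lines in their position was not tested.

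Insertions in WAPL were depleted of the sense orientation although WAPL had been knocked out. An orientation preference of integration at the locus, with no selection, would give the same share in all lines. Lines 2 and 3 differed with an adjusted p of 0.000991, but lines 1 and 3 (0.839) and lines 1 and 2 (0.986) did not (Fisher's exact tests), so a preference combined with other effects is not excluded. No coding gene on the opposite strand overlaps WAPL in the annotation (0 genes), which leaves interference with such a gene without basis. Cells that still make WAPL could also yield this pattern if they need it. If the loss came from such cells alone, at least 73.4% of line 3, 65.1% of line 1 and 42.2% of line 2 would have had to depend on WAPL. The study characterised ΔWAPL cells by genotype and Western blot and described normal proliferation of HAP1 cells without WAPL, which goes against shares this large. Those data are not used here, and the counts alone cannot tell the pattern apart from this explanation. Effects of the knockout cassette within the locus were not tested.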

How the results depend on the processing

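For NIPBL and MAU2, the settings of edgeR, DESeq2, the adjusted p under 0.01, the minimum of 20 insertions and the share limit were added after seeing the data, and no other test in this part was chosen after a result was seen. The number of depleted genes, 1383, stayed within 1.5 times under all alternatives but 1. It was 1236 at an adjusted p under 0.01, 1409 with at least 20 insertions in each line, 1310 with the null share of the line total, 1289 with the share limit, 1517 with DESeq2, 1849 with edgeR and TMM, 1768 with edgeR without TMM, and from 1411 to 1641 across the fits that each left out 1 line. Pooling the insertions gave 2387.

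The number of enriched genes, 23, depended on nearly every choice. It was 15 at an adjusted p under 0.01, 7 with the share limit, 37 with DESeq2, 60 with the null share of the line total, 462 with edgeR and TMM, 759 with pooled insertions and 835 with edgeR without TMM. Across the fits that each left out 1 line it ranged from 33 to 42, and a minimum of 20 insertions left it at 23. The line totals, from 47.6% to 49.0% sense, are lowered by the depleted genes. This favours enriched calls with the null share of the line total and with edgeR without TMM. What else contributed was not tested. In the simulated data edgeR called 6 unchanged genes. Those data had as many depleted as enriched genes and no variation between lines, so they cannot show how many of the real calls are false.

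NIPBL was past the threshold as depleted with pooled insertions (44%, adjusted exact binomial p 1.13e-09) and without line 1. The pooled test leaves out variation between lines, and NIPBL differed between them, so its pooled p overstates the evidence. The mean of NIPBL ranged from 40.3% to 46.9% across the fits that each left out 1 line, and was 45.9% after rescaling by the odds of each line. The shift follows line 1, the only line in which NIPBL lay above 50%. With line as a block NIPBL was not past the threshold, with adjusted p of 0.192 by edgeR with TMM, 0.245 by edgeR without TMM and 0.735 by DESeq2. MAU2 was not past the threshold in those models (0.290, 0.158 and 0.9998), with pooled insertions (52.6%, adjusted exact binomial p 0.505), with the null share of the line total, or in the fits that each left out 1 line. Its means ranged from 51.8% to 53.8% across those fits, and rescaling by the odds, which was not tested, gave 54.0%.

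The medians of the ribosomal, proteasome and chaperonin families stayed below 28% under all alternatives, the highest being 27.9% for the summed insertions of the proteasome. They depended on the lines used. The ribosomal median was 9.09% without line 2 and 19.5% without line 3. That of the proteasome was 10.3% and 17.5%, and that of the chaperonin 9.68% and 16.5%. Those of the olfactory receptors and keratins stayed at or above 50%, with 51.3% for the summed insertions of keratins. The olfactory receptors, with few insertions each, reached 52.4% for members with at least 20 pooled insertions, 53.2% for summed insertions, and from 50% to 60.7% across the fits that each left out 1 line.

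At an adjusted p under 0.01, 9 genes differed between lines 1 and 2, 341 between lines 1 and 3 and 606 between lines 2 and 3. Pearson's r for lines 1 and 2, 1 and 3, and 2 and 3 was 0.835, 0.838 and 0.846 with at least 20 insertions, 0.895, 0.887 and 0.900 with at least 200, and 0.514, 0.489 and 0.531 without the depleted genes. Spearman's rho was 0.560, 0.516 and 0.535 with at least 20 insertions, and 0.511, 0.474 and 0.521 with at least 200. Both sets lay below the 0.579, 0.536 and 0.561 found with at least 50, so at 200 r rose while rho fell. Without the depleted genes rho was 0.427, 0.369 and 0.403. These genes were chosen for being low in every line, so leaving them out was bound to lower the correlation.

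For the other 36 named genes, 396 combinations of gene and setting were computed. The call was the same in 370. It was newly past the threshold in 22, from 8 genes (CDCA5, ESCO1, ESCO2, ESPL1, HDAC8, NCAPH2, PDS5B and STAG1), and no longer past it in 4, from 3 genes (NCAPD3, PBRM1 and TAOK1). None reversed in direction among the settings run. Depth limits the precision for genes with few insertions, such as SGO1 with 25 in all and ESPL1 with 106. ESPL1 nevertheless passed as depleted in its shallowest line, line 3 (0 of 21 sense, adjusted exact binomial p 1.17e-05). It did not pass in line 1 (39.5% of 38 insertions, 25.6 to 55.3%) or line 2 (44.7% of 47, 31.4 to 58.8%). These intervals leave room for depletion, so whether low depth in lines 1 and 2 accounts for the missing call stays open.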

Other observations

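The comparisons of sense enrichment between lines were chosen only after the result was seen, whereas the exchange of orientations was laid down before its result was known.

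Line 3 had the highest sense share in 20 of the 23 genes enriched in all lines, against 2 for line 1 and 1 for line 2. Their median sense share was 57.2%, 57.2% and 61.4% in lines 1, 2 and 3. This count does not test a fixed orientation preference of integration, because the genes had to pass in every line and the lines differ in depth and in baseline sense share. Genes were therefore also chosen on lines 1 and 2 alone, which favours those lines. Of 37 such genes, 23 had a higher sense share in line 3 than the mean of lines 1 and 2 (exact one-sided binomial p 0.0939, genes not being independent replicates). Their median sense share was 58.4% in line 1, 58.2% in line 2 and 58.3% in line 3. Stronger enrichment in line 3 was thus not shown once line 3 played no part in the choice of genes, and for the set as a whole a fixed preference of integration could not be excluded. TAOK1 differed between lines, with 57.6%, 57.1% and 68.4% in lines 1, 2 and 3 and an adjusted p of 2.62e-08 between lines 1 and 3 and 3.02e-12 between lines 2 and 3 (Fisher's exact test), which a fixed preference alone would not give. No biological explanation was tested, since all lines belong to 1 group.

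The edgeR test with TMM called 2311 genes in either direction. Exchanging the sense and antisense counts of 1 line at a time gave 0 genes in each of the 3 exchanged arrangements, with 61 to 112 genes at an unadjusted p under 0.05, against 4136 in the real arrangement. Thus 1 of the 4 splits of the samples by orientation, the real one, gave as many genes. With 4 splits the share cannot fall below 0.05, so this cannot exclude coincidence by itself. Exchanging 1 line also sets it against the other lines in every depleted gene, which raises the estimated variation. Few calls were then bound to follow, so the exchanged arrangements do not measure the error rate of the test.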
